A study of Homo sapiens with 3 samples. Its data were reported in "TUT‐DIS3L2 is a mammalian surveillance pathway for aberrant structured non‐coding RNAs" (2016).

How the data were processed

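CLIP was done on 3 replicate libraries of HEK293 cells that overexpress DIS3L2 D391N. GEO's labels put all of them in 1 group, and libraries of other kinds were not used here. The authors mapped the reads to GRCh37/hg19 with Segemehl, trimmed 3′ T runs from reads that did not map and mapped them again. They called a uniquely mapped read uridylated if it ended in a run of T that the genome does not encode. They cut the genome into windows of 50 nt, dropped windows with under 20 reads over the libraries, and kept those whose posterior probability of a uridylation frequency over 0.25, multiplied over the libraries, was at least 0.95. Each window then received 1 annotation by an order of priority that starts with tRNA and ends with long non-coding RNA, so a window that overlaps genes of several classes counts for the first. For this step tRNA genes were extended on both sides to take in precursors. This processing favours windows with a high U+ fraction, drops reads that map to several places, and leaves the background of windows without tails unseen.

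The deposited table used here lists fewer windows than the study's supplement describes as selected, and other windows were not analysed here. It holds, for each of 1533 windows, raw counts of unique reads and of uridylated reads, summed by the authors over the 3 libraries and not scaled. Counts per library, the authors' own frequency estimate and their posterior were not used here. Because the counts are pooled, the total of 2686158 unique reads is the only depth, it covers the listed windows alone, and leaving out 1 library was not possible. The smallest window had 7 unique reads and the largest 678516, so the precision of a U+ fraction varies widely. Reads in windows of 1 gene that adjoin can be counted in each.

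The U+ fraction was the uridylated reads divided by the unique reads. Read shares and single windows have 95% Wilson intervals from scipy. Classes were compared by a Kruskal-Wallis H and by two-sided rank sums, each with 100000 permutations of labels over windows, or by an exact permutation test where a group had under 10 windows and for let-7. The smallest p that 100000 permutations give is 1e-05. p-values of the 8 classes, of the 4 subgroup tests, of the 8 depth correlations within classes and of the 4 tests for 3′ ends were adjusted by Benjamini-Hochberg within each family. The effect size is the probability that a window of the group has the higher U+ fraction than a window outside it, with ties shared. Subgroups were defined by symbol: let-7 and mir-98, histone genes, and pseudogene symbols of snRNA and 5S rRNA. The neighbour test permuted strands 10000 times. The posterior was recomputed from the pooled counts with a uniform prior.

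The window sequence and annotation came from GRCh37 and GENCODE release 44 mapped to it. Chromosome names matched, and 0 windows passed a chromosome end. Of 1458 windows with an Ensembl transcript, 1299 were found in the annotation with the same transcript. For mRNA windows, the listed transcript was used for 990, the canonical transcript of the listed gene for 123, and a protein-coding gene within 60 nt of the window for 22, which was needed for retired gene identifiers. These substitutes were chosen after the match rate had been seen. Window starts are multiples of 50, and whether they count from 0 or 1 is not stated. They were read as 1-based, so a position can be off by 1 nt. Distances are genomic and run from the window midpoint. Windows within 150 nt of a start, on either side, were compared with midpoints drawn 10000 times over the spliced transcript and 150 nt beyond each end. Windows that hold a 3′ end were compared with 10000 draws of 1 window among those that overlap each transcript. Near-identical copies are other genomic matches of at least 45 nt with at most 2 differences, found with blastn 2.17.0. Encoded runs are at least 4 equal bases in the window or the 50 nt past it.

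Tests, samples, alternatives and the rule for named windows were fixed before the data were examined, but after the paper and its supplement had been read. The rule named the 2 windows with the most uridylated reads in each class and 20 listed genes. It described these as examined singly by the study, which is too broad: the study's text names some only as a class, and its text and appendix do not name RMRP. Windows named outside it were chosen after their values were seen. The positional comparisons were added after the table had been seen. The alternatives were a minimum of 100 unique reads, 1 window per gene, labels permuted within 5 strata of read number, other distances for neighbours, a frequency of 0.5 or a posterior of 0.99 in the recomputed selection, shares without the largest window, and shares of windows or of all reads. Added later were windows that pass the pooled posterior only, adjacent windows merged, current symbols, the snRNA pseudogene test without U6 genes and within the strata, and 3 variants of the start-site test. The rank test was tested on simulated data drawn at the depths of the 1533 windows. Without an effect, 5.5% of 200 simulations gave p under 0.05, and a lower tRNA frequency was recovered in 100% of 200. Analyses used python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, samtools 1.23.1 and matplotlib 3.10.9.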

Results

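The data describe RNAs that were bound by DIS3L2, an exoribonuclease that degrades RNAs carrying a 3′ tail of untemplated uridines. The protein was the catalytically inactive D391N mutant, which binds such RNAs without degrading them, overexpressed in HEK293 cells, a human embryonic kidney line. RNAs crosslinked to it were recovered by CLIP (crosslinking and immunoprecipitation) and sequenced in 3 replicate libraries that form 1 group. There was no control group. The deposited table lists 1533 windows of 50 nt of the human genome (GRCh37/hg19) with 2 counts each. These are the uniquely mapped reads and, among them, the reads with an untemplated 3′ run of T, here called uridylated or U+ reads. The study cautioned that U runs encoded at the 3′ end of RNA polymerase III transcripts could not be told from added ones. It stated that the runs on those transcripts rarely reached past the encoded tract, and U+ fractions of such RNAs carry that limit. Both counts had been summed over the 3 libraries by the authors, so the depth of each library and the spread between replicates are unknown, and no value below has a replicate SD. The intervals given are 95% Wilson intervals, which cover counting error only, since PCR copies of 1 molecule are not independent. The tests compare windows of these pooled libraries, and windows are not replicates.

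The table held 2686158 unique reads, of which 769021 (28.6%) were uridylated. A window had a median of 73 unique reads (interquartile range 38 to 167, range 7 to 678516) and a median of 47 uridylated reads. The U+ fraction, the uridylated reads divided by the unique reads of a window, had a median of 70.2% (interquartile range 56.6 to 80.5%). The median was far above the pooled value because a few deep windows had low fractions. The 10 windows with the most unique reads held 78.8% of all unique reads, and the 5 windows with the most uridylated reads held 51.6% of all uridylated reads. Windows of 1 gene can lie side by side and count the same read more than once, as 172 of the windows adjoined another window of the same gene. The 5 windows with the most uridylated reads include both adjoining windows of the vault RNA gene VTRNA1-1, whose counts were nearly the same.

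The study asked which RNA classes carry U+ tails. Each window has 1 class in the table. The miscellaneous RNA (miscRNA) class, which includes vault and Y RNAs, held 40.1% of the uridylated reads (interval 40.0 to 40.2%) in 61 windows. The mRNA class followed with 14.1% in 1136 windows, snRNA with 13.0% in 58, 5S rRNA with 11.8% in 43, miRNA with 7.94% in 29, tRNA with 7.44% in 46, snoRNA with 3.30% in 19 and lncRNA with 2.41% in 141 windows. The counting intervals of these shares were at most 0.219 percentage points wide. The shares moved by more than this under every alternative tried. Adjoining windows are each counted in these shares. With 1 window kept of each adjoining run, miscRNA held 31.2%, still the largest share, and every other class held more than before. Counted as a share of windows, a different quantity, mRNA made up 74.1%. The listed windows are fewer than the study described as selected, and the shares refer to the listed windows alone. Ribosomal RNA made by RNA polymerase I was not analysed here.

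**Figure D1:**
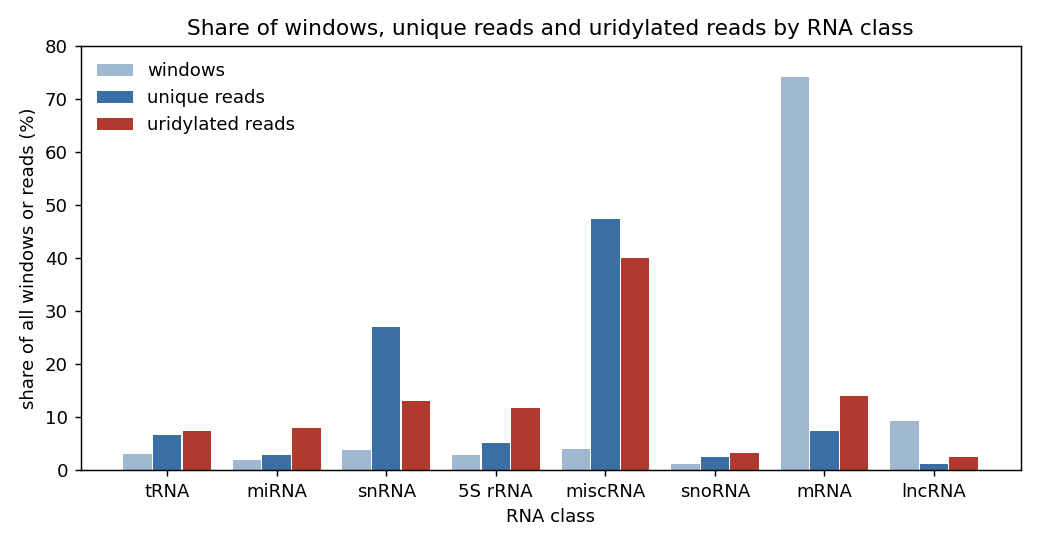
Bars give the share (%, y axis) of all 1533 windows, of all 2686158 unique reads and of all 769021 uridylated reads that fell in each RNA class (x axis). The mRNA class held 74.1% of the windows and 14.1% of the uridylated reads, while miscRNA held 3.98% of the windows and 40.1% of the uridylated reads. Adjoining windows are each counted, and with adjacent windows merged miscRNA held 31.2% of the uridylated reads.

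The vault RNAs accounted for most of the miscRNA reads. Counted once where windows adjoin, the 3 vault genes held 191984 uridylated reads, 93.9% of the class counted the same way. The window with the most uridylated reads of the table lay in VTRNA1-1 (ENSG00000199990), on the plus strand of chromosome 5 at 140090900 to 140090949, within its single exon. It had 104132 uridylated reads among 380097 unique reads, a U+ fraction of 27.4% (interval 27.3 to 27.5%). Its reference sequence is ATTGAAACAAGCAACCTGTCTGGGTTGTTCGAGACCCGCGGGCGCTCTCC. The adjoining window, 140090950 to 140090999, whose midpoint lies 16 nt past the annotated 3′ end, had 104016 uridylated reads and a U+ fraction of 28.7%. The counts of both windows were so close that they cannot be added as separate reads. The 47 Y RNA windows held 2.56% of the uridylated reads of the class, here with every window counted, with a median U+ fraction of 68.1%. Of these, 13 had a pseudogene symbol and 34 were listed only as Y_RNA. None lay in the genes RNY1 to RNY5.

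Among the genes fixed for naming, the miscRNA windows covered a wide range. RPPH1, the RNA of RNase P, had a U+ fraction of 67.2% and RMRP of 46.2%. RN7SK had 280 uridylated among 1673 unique reads, or 16.7% (interval 15.0 to 18.6%). RN7SL1 had 370 among 51465, or 0.719% (interval 0.650 to 0.796%). Of the 20 genes fixed for naming before the data were examined, 13 had a window in the table. The 7 without one were RNU5D-1, RNU5F-1 and RNY1 to RNY5.

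**Figure D2:**
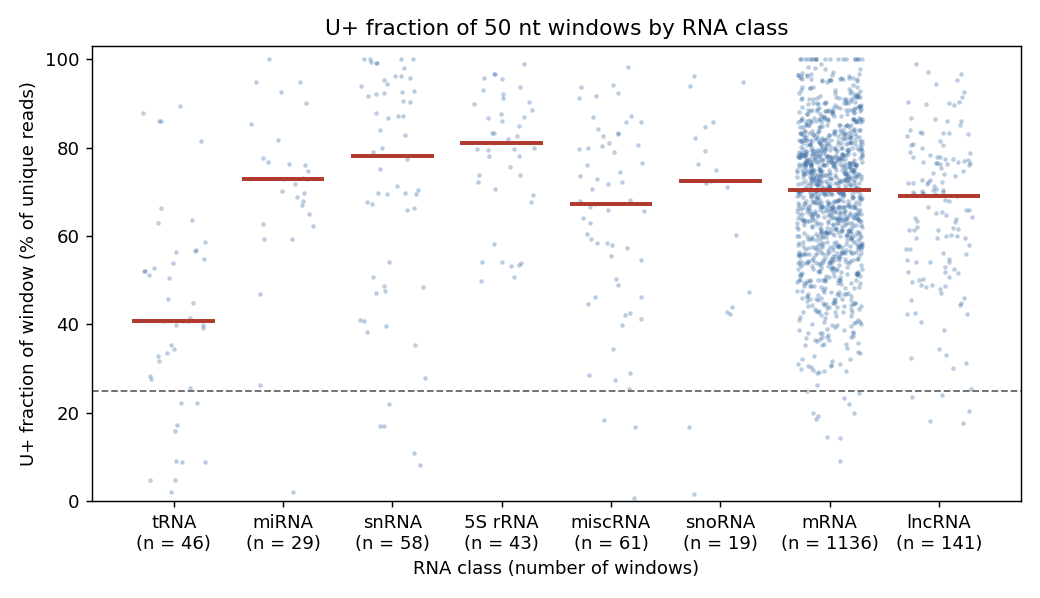
Each point is 1 window, with its U+ fraction (% of unique reads, y axis) by RNA class (x axis, with the number of windows); red lines are class medians and the dashed line marks 25%. The tRNA median of 40.8% lies below those of the other classes, and the 5S rRNA median of 81.0% is the highest.

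The U+ fraction differed between the 8 classes (Kruskal-Wallis H of 79.6, permutation test, p = 1e-05, the smallest that 100000 permutations can give). The alternative that moved H most kept only windows that pass the selection in the pooled counts, with an H of 64.3. Each class was then compared with all other windows by a two-sided rank-sum permutation test with Benjamini-Hochberg adjustment over the 8 classes. tRNA windows had a median of 40.8% against 70.5% for the others, and a tRNA window had the higher fraction with a probability of 0.184 (p = 1e-05, the smallest possible, adjusted 8e-05). 5S rRNA windows had a median of 81.0% against 70.0%, with a probability of 0.685 (permutation test, p = 7e-05, adjusted 0.00028). snRNA windows had a median of 78.2% against 70.2%, which did not pass the threshold after adjustment (probability 0.590, p = 0.0205, adjusted 0.0546), but did in 3 of the 4 alternatives. The other classes did not differ from the rest at an adjusted 0.05: miRNA (median 72.9%, adjusted p 0.383), snoRNA (72.5%, 0.901), mRNA (70.4%, 0.168), lncRNA (69.0%, 0.147) and miscRNA (67.2%, 0.348). For mRNA and miscRNA the direction also changed with the processing.

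The tRNA windows were deep, with a median of 830 unique reads. The window with the most uridylated reads lay in a serine tRNA gene (anticodon GCT) on the plus strand of chromosome 11 at 66115600 to 66115649, with 16590 among 36225 unique reads, or 45.8%. Its sequence had 7 near-identical copies elsewhere in the genome, so the assignment of its reads is uncertain. The next lay in a valine tRNA gene (anticodon TAC) on the minus strand of chromosome 10 at 5895650 to 5895699, with 6936 uridylated reads and 50.5%.

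In the 5S rRNA class, the window with the most uridylated reads lay in RNA5SP202 (ENSG00000201185), a pseudogene on the plus strand of chromosome 6, at 4428250 to 4428299, with 39584 among 79332 unique reads, or 49.9%. Its 50 nt occur at 17 other places without a difference, so its reads cannot be assigned to this locus with certainty. RNA5SP248 (ENSG00000202472) on the minus strand of chromosome 7, at 140086550 to 140086599, had 16210 uridylated reads and a U+ fraction of 95.6% (interval 95.3 to 95.9%), with no near-identical copy.

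The study described U+ reads on pseudogenes. Among snRNA windows, 49 lay in genes with a pseudogene symbol and 9 in other genes. The pseudogene windows had a median U+ fraction of 86.8%, against 39.5% for the others, and a pseudogene window had the higher fraction with a probability of 0.882 (exact permutation test of the rank sum, two-sided, p = 8.97e-05, adjusted over 4 subgroup tests 0.000179). Checks without U6 genes and by read number were added after the data had been seen. Of the pseudogene windows, 31 lay in U6 genes, against 1 of the others. Without U6 genes, the medians were 58.3% in 18 pseudogene windows and 37.4% in 8 others, and the difference did not pass the threshold (probability 0.722, exact permutation test, two-sided, p = 0.08). The pseudogene windows were also shallower, with a median of 115 unique reads against 1858. Within 5 strata of read number, of which 3 held windows of both kinds, the probability was 0.890 (exact permutation test, two-sided, p = 0.000698). The pooled reads gave the opposite order, 12.2% against 43.6%, because the pseudogene-named RNU2-2P held most of the reads. Its window on the minus strand of chromosome 11, at 62609200 to 62609249 and within the exon, had 73651 uridylated among 678516 unique reads, or 10.9% (interval 10.8 to 10.9%), and 3 near-identical copies. Its other window, at 62609050 to 62609099, had 1236 uridylated among 3030 unique reads, or 40.8%. The other 47 pseudogene windows outside this gene held 9.78% of the uridylated reads of the class. RNU5B-1 (chromosome 15, plus strand, 65597050 to 65597099) had 7855 uridylated reads and 39.5%. The gene listed as RNU12 had 3 windows on the plus strand of chromosome 22. The one at 43011250 to 43011299 had a U+ fraction of 67.3%, and the adjoining ones at 43011550 and 43011600 had 27.9 and 47.2%. The study reported U12 reads downstream of the mature 3′ end. Positions here come from a transcript of 664 nt, so windows of mature and of extended U12 were not separated. RNU4ATAC had 35.2% of 437 unique reads (interval 30.9 to 39.8%). Among 5S rRNA windows, 40 pseudogene windows (median 81.4%) and 3 others (79.7%) did not differ (probability 0.604, exact permutation test, two-sided, p = 0.573, adjusted 0.636). With 3 windows in 1 group, only a large difference was detectable.

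snRNA, 5S rRNA, miscRNA and snoRNA windows were examined for the mature 3′ end, a test added after the table had been seen. The annotated 3′ end lay inside 29 of 43 5S rRNA windows (67.4%), 31 of 56 snRNA windows (55.4%) and 36 of 59 miscRNA windows (61.0%) whose transcript was found in the annotation. If each window of a transcript were listed with equal chance, 30.4, 28.3 and 32.8% would hold it (simulation, not a permutation test, one-sided for more, p = 0.0001 for the first pair of classes, the smallest that 10000 draws can give, and 0.0002 for miscRNA; adjusted over 4 classes 0.0002, 0.0002 and 0.00027). snoRNA windows did not follow, with 2 of 18 (p = 0.95).

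The study reported that let-7 family members made up the majority of the miRNAs bound by DIS3L2. The 10 windows of the let-7 family, mir-98 included, held 91.7% of the uridylated reads of the miRNA class (interval 91.5 to 91.9%) but were 34.5% of its windows. Their U+ fraction did not differ from that of the 19 other miRNA windows, with medians of 74.5 and 70.2% (probability 0.558, exact permutation test, two-sided, p = 0.636, adjusted 0.636). let-7f-1, on the plus strand of chromosome 9 at 96938650 to 96938699, had 23376 uridylated among 25275 unique reads, or 92.5% (interval 92.2 to 92.8%), in the sequence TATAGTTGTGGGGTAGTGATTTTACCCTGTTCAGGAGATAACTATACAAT. let-7g, on the minus strand of chromosome 3 at 52302250 to 52302299, had 9967 and 72.9%. let-7i (chromosome 12, plus strand, 62997500 to 62997549) had 6697 and 73.0%. Outside the family, mir-320a (chromosome 8, minus strand, 22102450 to 22102499) had 1837 uridylated reads and 74.8%, and mir-484 (chromosome 16, plus strand, 15737150 to 15737199) had 1666 and 69.8%.

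In the snoRNA class, SNORD118 (U8, chromosome 17, minus strand, 8076850 to 8076899, within its exon) held 20012 uridylated reads, 78.8% of the class, with a U+ fraction of 42.7%. Its other window, at 8076800 to 8076849, had 97 uridylated among 6329 unique reads, or 1.53%. RNU3P3 (chromosome 14, plus strand, 85738300 to 85738349) followed with 997 and 16.8%. In the lncRNA class, the window with the most uridylated reads lay in PPAN (chromosome 19, plus strand, 10220950 to 10220999, in the last of 4 exons of a retained-intron transcript), with 5099 uridylated reads and 97.0%. PRKCA (chromosome 17, plus strand, 64298750 to 64298799, exon 1) had 1760 and 48.6%.

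The study separated the 3′ stem-loops of histone mRNAs from fragments at the 5′ ends of other mRNAs. Histone windows had a lower U+ fraction, with a median of 53.6% in 47 windows against 70.6% in 1089 (probability 0.281, permutation test, two-sided, p = 1e-05, the smallest possible, adjusted 4e-05). Histone windows were deeper, with a median of 403 unique reads against 60, and when windows were compared within 5 strata of read number the probability moved to 0.376 (permutation test, p = 0.00525). The histone window with the most uridylated reads was in HIST1H3B (ENSG00000124693), on the minus strand of chromosome 6 at 26031800 to 26031849, in the 3′ UTR, with 7454 among 16885 unique reads, or 44.1%. Histone windows held 24.8% of the uridylated reads of the mRNA class.

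Positions were taken from 1135 of the mRNA windows, and this comparison was likewise added after the table had been seen. Of the 1088 non-histone windows, 711 (65.3%) had their midpoint in the 5′ UTR, 136 (12.5%) upstream of the annotated start, 127 in the coding sequence, 54 in an intron and 45 in the 3′ UTR. The midpoint lay a median of 54 nt past the transcription start site, and 873 windows (80.2%) lay within 150 nt of it. Midpoints spread evenly over the transcripts would have given 12.4% (simulation, not a permutation test, one-sided for more, p = 0.0001, the smallest that 10000 draws can give). The alternative that moved this share most, the nearest start of any transcript of the gene, gave 87.7%. A total of 49 windows (4.50%) ran across the end of the first exon into the intron. Of the 47 histone windows, 31 (66.0%) lay in the 3′ UTR and 29 (61.7%) within 50 nt of the transcript end. Histone windows held 90.7% of the uridylated reads in 3′ UTR windows, and the remaining 45 windows in 42 other genes held 2241 uridylated reads.

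**Figure D3:**
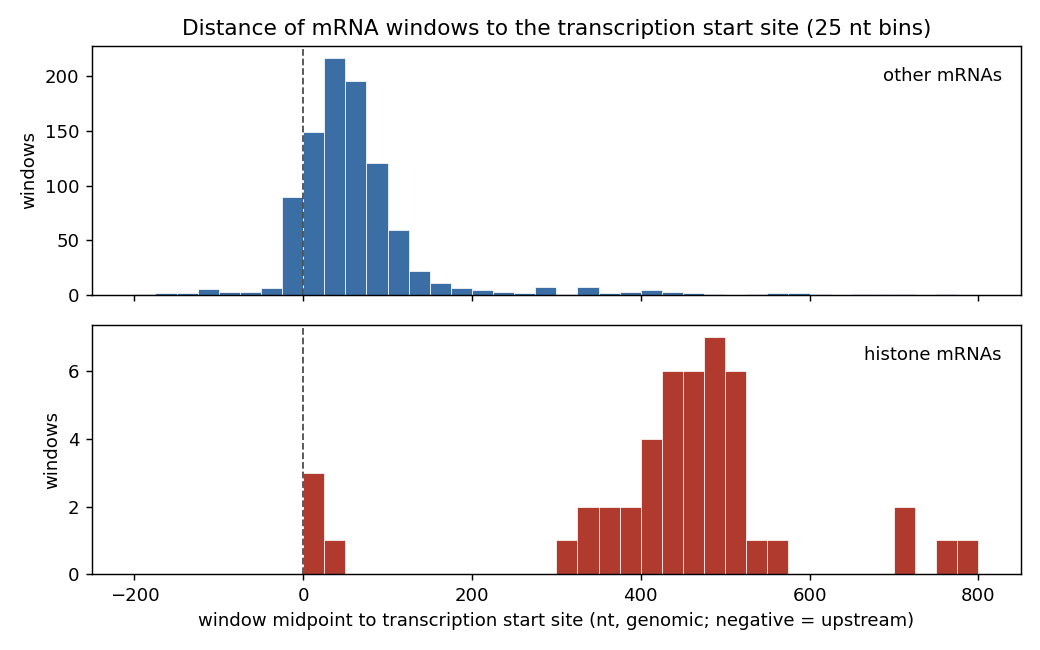
Bars count mRNA windows (y axis) by the distance of their midpoint from the transcription start site (x axis, genomic nt, bins of 25 nt, negative upstream), for non-histone mRNAs above and histone mRNAs below; 146 non-histone windows and 1 histone window lie outside the range. The largest bin of non-histone mRNAs, from 25 to 50 nt, holds 217 windows, while the histone windows have a median distance of 454 nt.

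Single mRNAs examined by the study were OAT, RPL12 and RPS12. The OAT window (ENSG00000065154), on the minus strand of chromosome 10 at 126107400 to 126107449, ran from exon 1 into intron 1. It had 3046 uridylated among 10165 unique reads, or 30.0% (interval 29.1 to 30.9%), the most of the non-histone mRNA windows, in the sequence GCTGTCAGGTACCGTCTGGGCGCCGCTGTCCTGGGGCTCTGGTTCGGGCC. RPL12 (chromosome 9, minus strand, 130213600 to 130213649, 5′ UTR) had 665 uridylated reads and 54.5%. RPS12 had 2 windows on the plus strand of chromosome 6 in the 5′ UTR, at 133135700 to 133135749 with 47.0% and at 133135850 to 133135899 with 66.7%. A further RPS12 window, at 133136300 to 133136349, was listed as lncRNA in an exon of a retained-intron transcript and had 25 uridylated among 38 unique reads, or 65.8%.

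The study described uridylated RNAs on both strands of promoters. Of 1136 mRNA windows, 18 (1.58%) had a window on the opposite strand within 1000 nt. Permuting strands over all windows gave a mean of 100.02 (one-sided for more, 10000 permutations, p = 1), but this reference is high because neighbouring windows of 1 gene share a strand, which the permutation breaks. With 1 window per gene, 14 windows had such a neighbour against a mean of 7.97 (strand permutation, p = 0.0148). Dropping further windows of a gene also removes same-strand neighbours by construction. This comparison therefore cannot separate uridylated RNAs on both strands of promoters from the layout of neighbouring genes. Of the 48 windows annotated as antisense lncRNA, 38 lay within 1000 nt upstream of an opposite-strand protein-coding start, at a median of 172.5 nt from it.

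The U+ fraction was lower in deeper windows. Across the 1533 windows, log10 of the unique reads and the U+ fraction had a Spearman rho of -0.374 and a Pearson r of -0.418 (permutation test, two-sided, p = 1e-05 for each, the smallest possible). The rho was -0.249 among the 605 windows with at least 100 unique reads. Within classes, it was negative in 6 of 8, from -0.734 in snoRNA to -0.350 in lncRNA, each with an adjusted permutation p of 0.000933 or lower. It was not distinguishable from 0 in miRNA (0.0365, adjusted p 0.85) and 5S rRNA (0.0337, adjusted p 0.85).

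**Figure D4:**
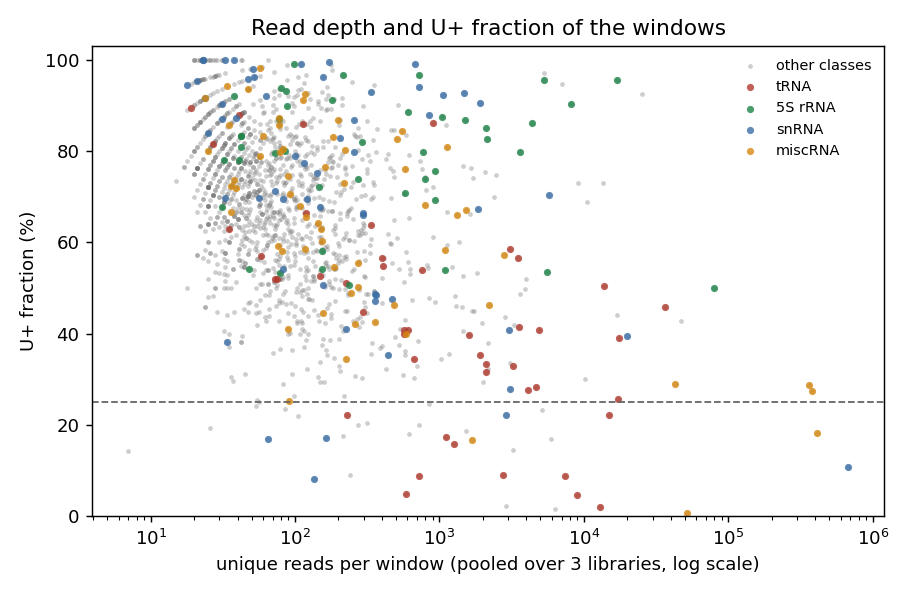
Each point is 1 window, with its unique reads pooled over 3 libraries (x axis, log scale) and its U+ fraction (%, y axis); colours mark 4 of the classes and the dashed line marks 25%. The median U+ fraction is 60.9% in the 605 windows with at least 100 unique reads and 73.5% in the 928 others.

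The authors kept windows with strong evidence that over 25% of reads were uridylated. Recomputed from the pooled counts, 1484 windows (96.8%) had a posterior probability of at least 0.95 for a frequency over 0.25. The other 49 did not, and 36 of them had a pooled U+ fraction under 25%. In addition, 11 windows had under 20 unique reads.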

Values the study reported

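The study reported that miscRNA held 26% of the U+ reads, snRNA 16%, mRNA 11%, 5S rRNA 10%, miRNA 7%, tRNA 6%, snoRNA 2% and lincRNA under 0.5%. It placed 20% of the U+ reads in ribosomal RNA made by RNA polymerase I.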

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

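Of 102 alternative values for 26 results, 49 kept their direction and their side of the threshold or stayed within the range allowed, 43 moved, 5 passed the threshold newly, 1 no longer passed it and 4 reversed. The difference between classes, the lower tRNA fraction, the higher 5S rRNA fraction, the lower histone fraction, the depth correlation and the share of windows near start sites kept their direction and call in every alternative run for them. The alternatives with the pooled posterior, merged windows, current symbols, U6 genes left out or strata for snRNA pseudogenes, and all those of the start-site result, were chosen after seeing the data.

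The higher fraction of snRNA pseudogenes kept its direction in all 6 alternatives but not its call without U6 genes, where the probability was 0.722 in 26 windows (exact permutation test, p = 0.08); across the other alternatives its p lay between 8.97e-05 and 0.000774. Current symbols put every snRNA window in the same group as before, so that alternative moved nothing. Fewer windows and the U6 family itself were not told apart. Calls that appeared were snRNA with a probability of 0.613 for 1 window per gene, 0.634 for windows passing the pooled posterior and 0.637 within 5 strata of read number, miRNA with 0.688 for at least 100 unique reads, and lncRNA with 0.441 within the strata. Directions changed for mRNA, at 0.497 under the pooled posterior and 0.478 within the strata, and for miscRNA, at 0.534 within the strata; none of these passed the threshold in any setting, and the cause was not tested. The number of mRNA windows with an opposite-strand neighbour was 11 within 500 nt and 29 within 2000 nt, by construction, and 14 with 1 window per gene, where it lay above instead of below its permutation mean, since windows of 1 gene no longer share a strand.

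Shares of uridylated reads moved beyond counting error everywhere. In the order miscRNA, mRNA, snRNA, 5S rRNA, miRNA, tRNA, snoRNA and lncRNA, they were 30.7, 16.3, 15.0, 13.6, 9.19, 8.61, 3.82 and 2.79% without the largest window; 31.2, 15.7, 15.2, 13.8, 9.30, 8.22, 3.80 and 2.76% with adjacent windows merged; and 38.1, 17.3, 4.17, 14.9, 10.01, 8.51, 3.99 and 3.00% for windows passing the pooled posterior, which leaves out the deepest window of RNU2-2P and the window of VTRNA1-2. The share of windows was 3.98, 74.1, 3.78, 2.81, 1.89, 3.00, 1.24 and 9.20%, and that of all unique reads 47.3, 7.35, 27.1, 5.18, 2.92, 6.59, 2.46 and 1.08%. The let-7 family held 34.5% of miRNA windows. miscRNA stayed the class with the most uridylated reads without the largest window, with adjacent windows merged and under the pooled posterior.

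Not run were the authors' frequency estimate, their posterior at 0.99 and leaving out each replicate, since the table used here holds pooled counts. No paired analysis was possible because there is 1 group. Pooled counts limit every value here to counting error.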

Other observations

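The miscRNA share here was 40.1%. That is higher than the value quoted from the study above. The snoRNA share here was 3.30%. That is higher than the value quoted from the study above. The lncRNA share here was 2.41%. That is higher than the value quoted from the study above for lincRNA. The lncRNA class here holds other kinds of transcript too, and windows of its lincRNA subtype held 0.259%. The shares of mRNA (14.1%), 5S rRNA (11.8%), miRNA (7.94%) and tRNA (7.44%) were also higher than the values quoted from the study above. The snRNA share here was 13.0%. That is lower than the value quoted from the study above. The totals differ, since the study's total included ribosomal RNA made by RNA polymerase I and the total here did not, so the shares are not on the same base. A smaller total by itself raises shares. That is the direction of the differences for miscRNA, snoRNA, mRNA, 5S rRNA, miRNA and tRNA, and the opposite of the snRNA difference. With adjacent windows merged, the shares were 31.2% for miscRNA, 15.2% for snRNA and 3.80% for snoRNA. Shares were not rescaled to a common total here.

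The tests on replicates, on windows without a copy or neighbour and on A runs were chosen after the results they measure had been seen; the other tests were written down once class medians and the windows under 25% had been seen. No biological explanation was tested, since the design has 1 group.

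36 windows had a pooled U+ fraction under 25% although the windows had been selected for a frequency above it. They held 45.7% of all unique reads and 20.8% of the uridylated reads, and without them the pooled U+ fraction rose from 28.6 to 41.8%. By class they were 10 tRNA, 10 mRNA, 5 snRNA, 5 lncRNA, 3 miscRNA, 2 snoRNA and 1 miRNA windows. VTRNA1-2 had 75430 uridylated among 413061 unique reads, or 18.3%, and a mir-98 window had 63 among 2909, or 2.17%, while the other mir-98 window had 7202 among 10468, or 68.8%. Disagreement between replicates is argued against: at any read number up to 5000, the lowest fraction that reaches a posterior of 0.95 was 26.01%, and at the 678516 reads of the largest window it was 25.1%, so a window that passes in each library has a pooled fraction over 25%. Near-identical copies elsewhere in the genome may play a part, as 10 of the 36 had one against 3.76 expected within classes (permutation test, two-sided, p = 0.00098), but 26 had none. An adjacent listed window was present for 5 against 2.98 expected (permutation p = 0.202), which leaves it open for those, while 31 had none. By the limits above, the rule as stated, applied to the deposited counts, would not have kept these 36 windows. Copies or adjacent windows could matter only by making the deposited counts differ from those used for selection. Whether the reads or the rule differed was not tested and remains open.

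The fall of the U+ fraction with depth could come from the selection, since shallow windows need a higher fraction to pass. In all, 100 simulations had no relation between depth and frequency and were passed through a selection by the posterior. Their mean Spearman rho was -0.0800 and the lowest -0.173. The observed rho was -0.374 over all windows and -0.351 over the windows that pass the recomputed selection. The selection as simulated fell short of both observed values. The authors multiplied the posterior over libraries, and counts per library were not used here, so the effect of their own selection stays open. Abundant RNAs of which only a part is tailed remain a candidate explanation that was not tested.

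The tRNA windows had more reads (median 830 against 70), and depth is one candidate cause of their low U+ fraction. Within 5 strata of read number the probability of the higher fraction was 0.265 (permutation test, adjusted p = 4e-05), so these strata did not account for all of it. The authors extended tRNA genes on both sides for annotation, so a window of this class can lie outside the mature tRNA. Encoded T runs were present in 73.9% of tRNA windows, the highest share of any class. Neither point was tested as a cause of the low fraction.

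5S rRNA and snRNA windows as a set had high U+ fractions, though snRNA alone did not pass the threshold in the main test. Read number is argued against, since these windows had more reads (median 164 against 69.5) and kept a probability of 0.696 within 5 strata of read number (permutation p = 1e-05). Encoded T runs, which might be taken for tails, went the other way without passing the threshold: 38 windows with a run had a median of 70.8% and 63 without of 83.3% (probability 0.386, permutation p = 0.0603), so that they stay open. Encoded runs of A went with higher fractions, 83.7% in 68 windows against 67.7% in 33 (probability 0.749, permutation p = 6e-05), and outside the U6 family 81.0% against 63.0% (probability 0.685, permutation p = 0.01). A hypothesis is that reads from genes with T encoded at the 3′ end were placed on copies without it, which would make encoded T look untemplated. Parent genes were not examined here. The association could also reflect other features of these pseudogenes, and reads would be needed to tell. The study called the assignment of 5S rRNA reads to loci problematic. After inspecting the alignments by hand, it concluded that pseudogene transcripts are targets. It also cites oligouridylation as part of U6 maturation.

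Non-histone windows in 3′ UTRs were few but present. 45 windows in 42 genes held 2241 uridylated reads, with a median of 55 unique reads, and 11 lay within 50 nt of the annotated transcript end. One, chosen after its values were seen, lay in SPEN at the end of exon 15 of 15 (chromosome 1, plus strand, 16266900 to 16266949) with 289 among 362 unique reads, or 79.8%.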
